# L1CAM Is a Marker for Enriching Corticospinal Motor Neurons in the Developing Brain

**DOI:** 10.3389/fncel.2020.00031

**Published:** 2020-02-19

**Authors:** Bumpei Samata, Rika Takaichi, Yuko Ishii, Kaori Fukushima, Harumi Nakagawa, Yuichi Ono, Jun Takahashi

**Keywords:** L1 cell adhesion molecule, corticospinal motor neurons, transplantation, corticospinal tract, cell sorting

## Abstract

The cerebral cortical tissue of murine embryo and pluripotent stem cell-derived neurons can survive in the adult brain and extend axons to the spinal cord. These features suggest that cell transplantation can be a strategy to reconstruct the corticospinal tract (CST). It is unknown, however, which cell population makes for safe and effective donor cells. To address this issue, we grafted the cerebral cortex of E14.5 mouse to the brain of adult mice and found that the cells in the graft extending axons along the CST expressed CTIP2. By using CTIP2:GFP knock-in mouse embryonic stem cells (mESCs), we identified L1CAM as a cell surface marker to enrich CTIP2^+^ cells. We sorted L1CAM^+^ cells from E14.5 mouse brain and confirmed that they extended a larger number of axons along the CST compared to L1CAM^−^ cells. Our results suggest that sorting L1CAM^+^ cells from the embryonic cerebral cortex enriches subcortical projection neurons to reconstruct the CST.

## Introduction

Reconstruction of the corticospinal tract (CST) by cell transplantation is one of the main strategies to treat brain injury and stroke. Previous studies have reported that behavioral improvement was observed after transplantation of the embryonic cerebral cortex in rat models with brain injury or middle cerebral artery occlusion (Plumet et al., 1993; Grabowski et al., 1995; Mattsson et al., 1997; Riolobos et al., 2001). Furthermore, retrograde labeling of the CST revealed that the grafted cortical tissue contributed to the reconstruction of the adult brain (Gaillard et al., 2007). Recently, cerebral neurons have been induced from both mouse embryonic stem cells (mESCs) and human-induced pluripotent stem cells (hiPSCs) by recapitulating corticogenesis (Gaspard et al., 2008; Espuny-Camacho et al., 2013). When grafted into the frontal cortex, the induced neurons extend their axons to the corresponding targets and integrate into the host brain (Espuny-Camacho et al., 2013). Thus, reconstruction of the CST by PSC-derived neurons can be a novel therapy for brain injury and stroke.

The developing cerebral cortex is a complex structure consisting of various neurons and neural progenitors. When fetal cortical tissue is grafted into the frontal cortex, most surviving neurons extend axons to other cortical areas of the brain (callosal projections), with only a small population extending axons beyond the cortex (subcerebral projections; Ballout et al., 2016). Furthermore, there is a risk of tumor formation by the progenitor cells, especially in the case of PSCs. Thus, for successful cell-based therapy, it is important to enrich subcerebral projection neurons, especially corticospinal motor neurons (CSMNs), as the donor cell population.

The sorting of dopaminergic progenitors has been shown to be useful for cell-based Parkinson’s disease therapies in terms of safety and efficiency (Doi et al., 2014; Samata et al., 2016). However, there are no reports about a similar method for the sorting of CSMN progenitor cells. Here, we identified a cell surface marker for such progenitor cells and show sorting with this marker enhances the survival of donor cells in the brain and extension of axons along the CST after transplantation.

## Materials and Methods

### Animals

All animal experiments were performed according to the guidelines for Animal Experiment of Kyoto University, the guidelines for the Care and Use of Laboratory Animals of the Institute of Laboratory Animal Resources (ILAR; Washington, DC, USA) and the guideline for the Animals in Research: Reporting *in vivo* Experiments (ARRIVE). Sixteen week-*old* female nude rats (*F344/NJcl-rnu/rnu*) were obtained from CLEA Japan, Inc. (Tokyo, Japan). Nine week-*old* male mice (*C57BL/6NCrSlc*) and pregnant female mice (*C57BL/6NCrSlc* and *C57BL/6* *6-Tg*) were obtained from Shimizu Laboratory Supplies Company Limited (Kyoto, Japan). All animals were housed under diurnal lighting conditions (12 h light/12 h dark) and given standard food and water *ad libitum*.

### Transplantation Into Adult Animals

We anesthetized the animals with isoflurane (Intervet Inc., Tokyo, Japan), and the motor cortex was aspirated from 0.5 to 2.0 mm lateral to the midline and from 0.5 to 2.0 mm rostral to the Bregma on the corpus callosum of the left hemisphere of each donor’s brain. Seven days after the aspiration, we isolated E14.5 mouse frontal cortex from GFP Tg mice and enzymatically digested the cortices using Accumax (Innovative Cell Technologies, Inc., San Diego, CA, USA) for 10 min at 37°C. The cell density was adjusted to 10^5^ cells/μl in DMEM/F12 [Fujifilm Wako Pure Chemical Corporation (Fujifilm)., Osaka, Japan] supplemented with 2 mM L-glutamine (L-Gln; Merck Ltd., Tokyo, Japan), 0.1 mM 2-mercaptoethanol (2-ME; Fujifilm), 1% (vol/vol) N2 supplement (Thermo Fisher Scientific Inc., Tokyo, Japan), 2% (vol/vol) B-27 supplement (Thermo Fisher Scientific), 1% (vol/vol) Penicillin-Streptomycin (PS; Merck) and 10 μM Y-27632 (Fujifilm). The cell suspension (2 μl/site) was injected into the host brain. Before the sorted cell aggregates were injected into the brain, they were replated in a prime surface 96-well plate (Sumitomo Bakelite Company Limited, Tokyo, Japan) at a density of 3 × 10^4^ cells per well in 200 μl of DMEM/F12 containing 2 mM L-Gln, 0.1 mM 2-ME, 1% N2 supplement, 2% B-27 supplement, 1% PS and 10 μM Y-27632. Two days later, the cell aggregates were adjusted to 2 × 10^5^ cells (approximately 7–11 cell aggregates) and were placed into the host brain. After the transplantation, the animals were sacrificed and prepared for immunofluorescence studies.

### Retrograde Labeling

Fast blue (FB; Polysciences Inc., Warrington, PA, USA) was used for the retrograde labeling studies. To label cells that extend axons along the CST, FB solution containing 4% (vol/wt) FB, 4% (vol/vol) dimethyl sulfoxide (Merck) and artificial cerebrospinal fluid (Harvard Apparatus Inc., Holliston, MA, USA) was injected into the pyramidal decussation 7 days before sacrifice.

### Immunostaining

To stain the brain slices, animals transplanted with mouse cortex or sorted cells were sacrificed with pentobarbital (Tokyo Chemical Industry Company Limited, Tokyo, Japan) and perfused with 4% paraformaldehyde (PFA; Fujifilm) overnight, and then replaced with 10% (wt/vol) and 20% (wt/vol) sucrose (Nacalai Tesque Inc., Kyoto, Japan) in PBS overnight, respectively. The fixed brains were embedded in OCT compound (Sakura Finetec Japan Company Limited, Tokyo, Japan) and cut with a cryostat (CM-3050; Leica Inc.) at 16–30 μm thickness. The brain slices were placed into distilled water (DW; Thermo Fisher Scientific) containing 30% (vol/vol) ethylene glycol (Fujifilm), 30% (vol/vol) glycerol (Nacalai Tesque), 0.243% (wt/vol) NaH_2_PO_4_, 0.874% (wt/vol) Na_2_HPO_4_ and 0.34% (wt/vol) NaCl at −20°C until use. To stain the cell aggregates, the cell aggregates were perfused with 4% PFA for 15 min and then replaced with 10% (wt/vol) sucrose in PBS overnight. The fixed cell aggregates were embedded in OCT compound and cut with a cryostat at 16 μm thickness. The slices were attached on the surface of a MAS-coated slide glass (Matsunami Glass Inc Ltd., Osaka, Japan) and stocked at −20°C until use. To stain the cultured cells, the cells were perfused with 4% PFA for 15 min and washed with PBS. The fixed cells were stocked at 4°C until use.

The samples were permeabilized in PBS containing 2% (vol/vol) Triton X-100 (PBST; Nacalai Tesque) for 30 min. Then the samples were blocked with PBS containing 4% (wt/vol) Block Ace (Sumitomo Dainippon Pharma Company Limited, Tokyo, Japan) and 0.1% (vol/vol) Triton X-100 for 30 min. The primary antibodies were diluted in 0.1% (vol/vol) PBST containing 4% (wt/vol) Block Ace and incubated overnight at 4°C. The samples were washed with 0.1% (vol/vol) PBST and incubated with secondary antibodies in 0.1% (vol/vol) PBST containing 4% (wt/vol) Block Ace for 60 min at room temperature (RT), followed by washing with 0.1% PBST and incubating with 4′-6-diamidino-2-phenylindole (DAPI; Thermo Fisher Scientific) for 5 min at RT. Finally, the samples were mounted with DW containing 44% (vol/vol) 200 mM Tris-HCl (Nacalai Tesque), 22% (vol/vol) glycerol (Fujifilm), 0.02% (wt/vol) 1,4-diazabicyclo (2,2,2) octane (DABCO; Fujifilm) and 0.09% (wt/vol) Mowiol 4–88 reagent (Merck).

The primary antibodies used are as follows: anti-GFP (1:1,000; #598, Medical and Biological Laboratories Company Limited, Nagoya, Japan and 1:1,000; #04404-26, Nacalai Tesque), anti-CTIP2 (1:200; #12120S, Cell Signaling Technology Inc., Tokyo, Japan and 1:1,000; #ab18465, Abcam Inc., Cambridge, MA, USA), anti-FOXG1 (1:500; #ab18259, Abcam), anti-GSH2 (1:5,000; a kind gift from Dr. Mototsugu Eiraku, RIKEN, CDB), anti-M2 [1:100; #AB531785, Developmental Studies Hybridoma Bank (DSHB)], anti-M6 (1:100; AB2149607, DSHB), anti-L1CAM (1:1,000; #MAB5674, R&D Systems, Inc., Minneapolis, MN, USA; 1:500; #554273, BD Biosciences, San Jose, CA, USA), anti-NRP1 (1:500; #NP2111, ECM Biosciences, Versailles, KY, USA), anti-TBR2 (1:500; #ab23345, Abcam), anti-PAX6 (1:1,000; PRB-278P, BioLegend, San Diego, CA, USA; 1:500; #561462, BD Biosciences) and anti-CUX1 (1:200; #sc-13024, Santa Cruz Biotechnology, Santa Cruz, CA, USA). Alexa fluorescent-conjugated antibodies (1:500; Thermo Fisher Scientific) were used as secondary antibodies.

### Production of CTIP2:GFP Knockin (KI) mESC Line

A CTIP2:GFP KI targeting vector was assembled using pBS-IRES-GFP-polyA-neo-DTA. A 4-kb 5′-arm genomic fragment containing an ORF region of the exon 4 of the Ctip2 gene and a 3.5-kb 3′-arm fragment just downstream of the stop codon of Ctip2 were amplified by PCR using 129SV genomic DNA as a template and separately cloned into the NotI/XhoI and SalI/SpeI sites of pBS-IRES-GFP-polyA-neo-DTA to generate the targeting vector. CTIP2:GFP KI mESCs were generated by homologous recombination in the 129SVEV ESC line according to standard procedures and genotyped by PCR. Because the presence of the Neo cassette did not affect reporter gene expression in a similar Bcl11b-YFP KI mouse (Kueh et al., 2016), we used CTIP2:GFP KI ESCs containing the Neo cassette.

### Cell Culture

mESCs (EB5; passages 35–45) and CTIP2:GFP KI mESCs (passages 11–21) were maintained on a mitotically inactivated mouse embryonic fibroblast feeder layer in KnockOut DMEM (Thermo Fisher Scientific) supplemented with 20% (vol/vol) Fetal Bovine Serum (FBS; Merck), 1% PS, 0.1 mM 2-ME, 2 mM L-Gln, 2,000 U ml^−1^ Leukocyte Inhibitory Factor (LIF; Merck) and 1% (vol/vol) Nucleosides (Merck). The culture medium was replaced with fresh medium every day. To induce cortical neurons, the mESCs were replated in prime surface 96-well plates (Sumitomo Bakelite) at a density of 9,000 cells per well in differentiation medium containing GMEM (Thermo Fisher Scientific) supplemented with 10% (vol/vol) KnockOut Serum Replacement (KSR; Thermo Fisher Scientific), 0.1 mM MEM non-essential amino acids solution (NEAA; Thermo Fisher Scientific), 0.1 mM 2-ME, 1 mM sodium pyruvate solution (Pyruvate; Merck) and 2 mM L-Gln. 10 μM SB-431542 (Merck), which is a TGF-β receptor inhibitor, and 20 nM WNT-C59 (Collagen Technology, San Diego, CA, USA), which is a WNT inhibitor, were added by day 6. On day 7, we switched the medium from GMEM to DMEM/F12 (Fujifilm) supplemented with 0.1 mM 2-ME, 2 mM L-Gln, 1% N2 supplement and 2% B-27 supplement. Half of the medium was replaced with fresh medium every 3 days.

### Quantitative PCR (qPCR)

Total RNA was extracted from mouse embryos and cultured cells using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) or RNeasy Micro Kit (Qiagen). The cDNA was synthesized using the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific). The quantitative PCR (qPCR) was performed with SYBR Premix Ex Taq (Takara Bio) and with the Thermal Cycler Dice Real-Time System (Takara Bio). The data were analyzed using the delta-delta Ct method and normalized to *Gapdh* levels. Primers were designed by using prime3 plus, and the sequences were as follows: m*Gapdh*, forward 5′-TGTTCCTACCCCCAATGTGTC-3′, reverse 5′-TAGCCCAAGATGCCCTTCAG-3′; m*Foxg1*, forward 5′-ACCCTGCCCTGTGAGTCTTT-3′, reverse 5′-GACCCCTGATTTTGATGTGTG-3′; mR*eelin*, forward 5′-GCCACTGCTTACTCGCACCT-3′, reverse 5′-GCCACACTGCTCTCCCATCT-3′; m*Ctip2*, forward 5′-TTGGATGCCAGTGTGAGTTG-3′, reverse 5′-ATGTGTGTTCTGTGCGTGCT-3′; m*Cux1*, forward 5′-TCCTGGAACAAGCCAAGAGG-3′, reverse 5′-CTGTAGGATGGAGCGGATGG-3′; m*Nrp1*, forward 5′-CCGCCTGAACTACCCTGAAA-3′, reverse 5′-CACCCTGTGTCCCTACAGCA-3′; m*Tbr2*, forward 5′-TGTGACGGCCTACCAAAACA-3′, reverse 5′-GTACCGACCTCCAGGGACAA-3′; and m*Pax6*, forward 5′-GTGCCCTTCCATCTTTGCTT-3′, reverse 5′-CGCCCATCTGTTGCTTTTC-3′.

### Cell Sorting

Cell suspensions were prepared by using Accumax, and then the cells were resuspended in PBS containing 2% FBS, 20 mM D(+)-glucose (Fujifilm) and 1% PS. The samples were stained with anti-L1CAM antibody for 20 min. After primary antibody reactions, the samples were stained with Alexa fluorescent-conjugated antibodies (1:400) for 20 min. Dead cells were labeled with 7-amino-actinomycin D (7AAD; BD Biosciences). Cell sorting was performed using a FACS Aria II (BD Biosciences), and the data were analyzed with FACS Diva software (BD Biosciences).

After sorting, mouse cells were cultured in DMEM/F12 containing 2 mM L-Gln, 1% N2 supplement, 2% B-27 supplement, 1% PS, 20 ng ml^−1^ BDNF (Fujifilm), 10 μg ml^−1^ GDNF (Fujifilm) and 30 μM Y-27632. For *in vitro* studies, the sorted cells were cultured on chambered cell culture slides (Thermo Fisher Scientific) coated with poly-L-ornithine (50 μg ml^−1^, Merck), laminin (5 μg ml^−1^, Thermo Fisher Scientific) and fibronectin (5 μg ml^−1^, Merck). For *in vivo* studies, we cultured the sorted cells for 2 days before transplantation, because a lot of cells were dead or dying immediately after sorting and the efficiency was low and unstable. The sorted cells were replated in low cell adhesion 96-well plates at a density of 3 × 10^4^ cells per well. Half of the culture medium was replaced with fresh medium every 3 days.

### Microarray Analysis

Total RNA was extracted using the RNeasy Mini Kit. The samples were subjected to microarray analysis using GeneChip Mouse Gene 1.0 ST Arrays (Thermo Fisher Scientific). The arrays were scanned using the Microarray Scanner System (Agilent Technologies, Santa Clara, CA, USA). The data were analyzed using the GeneSpring software program (Agilent Technologies). The expression signals of the probe sets were calculated using RMA16. The microarray data are available from the Gene Expression Omnibus (GEO database) with the accession number GSE132362.

### EdU Incorporation Assay

Ten microgram EdU (Thermo Fisher Scientific) was added into the culture medium at 2 h before fixation. The detection of EdU incorporation into the DNA was performed with the Click-iT Plus Alexa Fluor 647 Cell Proliferation Assay Kit (Thermo Fisher Scientific). Fixed cells were incubated with 0.3% PBST for 30 min at RT. The Click-iT reaction cocktail was prepared according to the manufacturer’s instruction. The samples were incubated with the Click-iT reaction cocktail for 30 min at RT. After washing, the samples were subjected to immunostaining procedure.

### RNA Fluorescence *in situ* Hybridization (FISH)

Mouse embryos were fixed in PBS containing 4% PFA overnight at 4°C. Fixed samples were dehydrated in PBS containing 15% sucrose overnight at 4°C. Subsequently, the samples were sectioned with a cryostat at 16 μm thickness and attached to a MAS-coated slide glass. RNA FISH was performed using the RNAscope Multiplex Fluorescent v2 Kit (Advanced Cell Diagnostics Inc., Hayward, CA, USA). Sample slides were boiled with target retrieval buffer for 3 min, rinsed in 99.5% ethanol (Fujifilm) for 3 min, and then air-dried. The sample slides were subjected to protease digestion for 15 min at 40°C and incubated with RNAscope oligonucleotide probes (*Ctip2*, NM_021399.2) for 2 h at 40°C. After hybridization, the sample slides were incubated with AMP1 and AMP2 sequentially for 30 min each at 40°C. Subsequently, the sample slides were incubated with AMP3 for 15 min at 40°C. Finally, the sample slides were labeled with OPAL 590 (Perkin Elmer Japan Company Limited, Yokohama, Japan) for 30 min at 40°C. The reaction was stopped with an HRP blocker for 30 min at 40°C. After washing, the sample slides were subjected to immunostaining.

### Imaging and Data Analysis

Images were visualized using a fluorescence microscope (BZ-9000; Keyence, Osaka, Japan), In Cell Analyzer 6000 (GE Healthcare) and confocal laser microscope (Fluoview FV1000D; Olympus). To measure cell counts, immunopositive cells were manually counted for at least three independent samples to calculate the age of positive cells for each marker. The number of immunopositive cells in the graft was quantified in every 6 sections and corrected. To measure the graft size, low magnified GFP images were imported into the BZ-II Analyzer software (Keyence), and the graft areas were quantified every six sections. The estimated graft volumes were calculated based on the thickness of the brain slices. The number of axons derived from a graft was counted in the coronal section at the internal capsule and the cerebral peduncle. The site of interest in each animal was labeled using an anti-GFP antibody, and the mean number of axons was recorded.

### Statistical Analysis

Statistical analysis was performed using a software package (GraphPad Prism 7; GraphPad). Data from the *in vitro* and *in vivo* experiments were analyzed by Student’s *t*-test or one-way ANOVA with Bonferroni’s multiple comparison tests. The data were considered statistically significant for *p* < 0.05 and are shown as the mean ± standard error of the mean (SEM). All data were acquired from at least three independent experiments.

## Results

### The Frontal Cortex of E14.5 Mouse Contains CSMNs and Their Progenitors

To identify which cells extend axons along the CST, we isolated the cerebral cortices of GFP transgenic (Tg) mice at embryonic day (E) 14.5 (Okabe et al., 1997) and transplanted the dissociated tissue into the frontal lobe of adult mice (Figure 1A). Two months after the transplantation, we performed immunohistological analyses of the brain. GFP^+^ graft-derived fibers were observed along the CST at the corpus callosum, internal capsule, pons, medulla oblongata and pyramidal decussation (Figures 1B,C). Seven days prior to sacrifice, we injected a retrograde axonal tracer, FB, into the pyramidal decussation and found it labeled cells in layer V of the frontal lobe (Figure 1D). This observation is consistent with CSMNs residing in cortical layer V. A subpopulation of FB^+^ cells expressed GFP, and all GFP^+^/FB^+^ cells expressed CTIP2, which is a marker for layer V neurons and plays a critical role in the development of CSMN axonal projections to the spinal cord (Arlotta et al., 2005; Figure 1E). These results indicate that the frontal cortex of E14.5 mouse contains cells that extend their axons along the CST and that these cells express CTIP2.

**Figure 1:**
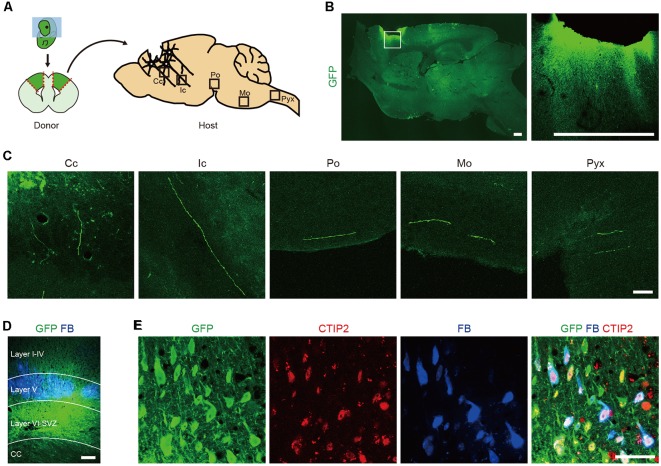
The frontal cortex of E14.5 mouse contains Corticospinal motor neurons (CSMNs) and their progenitors.** (A)** Schematic of the transplantation of fetal cortical tissue from E14.5 GFP Tg mice into the lesion cavity of adult mice. **(B)** After 2 months, the transplanted cells survive and extend axons into the host brain, as shown by GFP^+^ fiber innervations. Scale bars represent 500 μm. **(C)** GFP^+^ fibers were found in the corpus callosum (Cc), internal capsule (Ic), pons (Po), medulla oblongata (Mo) and pyramidal decussation (Pyx). Scale bar represents 50 μm. **(D)** FB was injected into the pyramidal decussation at 7 days before sacrifice. GFP^+^/FB^+^ cells were found in the cortical layer V. Scale bar represents 200 μm. **(E)** Immunofluorescence images of a graft stained with anti-GFP (green) and anti-CTIP2 (red) antibodies. GFP^+^/FB^+^ cells expressed CTIP2. Scale bar represents 50 μm.

### Mouse ESC-Derived CTIP2:GFP^+^ Cells Have Characteristics of CSMNs

To investigate the characteristics of CTIP2^+^ cells, we generated CTIP2:GFP knock-in (KI) mESCs and differentiated them into neural lineage by inhibiting WNT and TGF/Activin/Nodal signaling in a floating culture of cell aggregates (Figure 2A; Motono et al., 2016). The sphere size gradually increased, and GFP expression became detectable by around day 12 (Figure 2B). Temporal gene expression analyses revealed that the mRNA levels of *Foxg1* (telencephalic progenitors), *Reelin* (layer I), *Ctip2* (deep layer) and *Cux1* (upper layer) were gradually increased along with the differentiation (Figure 2C). Immunofluorescence studies revealed that >95% of the GFP expression of day-12 spheres was colocalized with the expressions of CTIP2 and FOXG1 (Figures 2D,E). In the telencephalon of the mouse embryo, CTIP2 is expressed not only in the cerebral cortex but also in the basal ganglia (Leid et al., 2004). However, we did not find cells that expressed GSH, a marker for the lateral ganglionic eminence (Figure 2F), thus confirming CTIP2^+^ cells are cortical cells.

**Figure 2:**
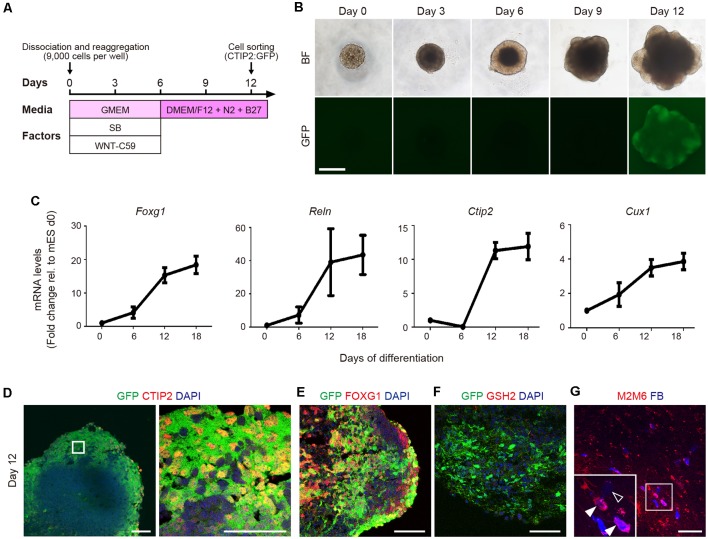
Mouse ESC-derived CTIP2:GFP^+^ cells show characteristics of CSMNs.** (A)** Schematic diagram of the cortical differentiation protocol from mouse embryonic stem cells (mESCs). **(B)** Bright-field and CTIP2:GFP images of the floating culture of cell aggregates from day 0 to day 12. The GFP signal is detected from day 12 onwards. Scale bar represents 500 μm. **(C)** Gene expression analysis for Foxg1, Reln, Ctip2 and Cux1 by qRT-PCR (*n* = 4). All values are displayed as means ± SEM. **(D–F)** Immunofluorescence images of CTIP2:GFP KI mESC aggregates for GFP (green), CTIP2 (red), FOXG1 (red), GSH2 (red) and DAPI (blue) on day 12. Scale bars represent 50 μm.** (G)** Immunofluorescence image of a graft stained with anti-M2/M6 (red) antibodies. FB (blue) shows host cells (M2M6^−^/FB^+^, open arrowhead) and graft-derived cells (M2M6^+^/FB^+^, filled arrowhead). Scale bar represents 100 μm.

To determine whether mESC-derived CTIP2:GFP^+^ cells have the characteristics of CSMNs, we isolated CTIP2:GFP^+^ cells by fluorescence-activated cell sorting (FACS) on day 12. After incubation for 2 days, we injected the CTIP2:GFP^+^ cell aggregates into the frontal lobe of adult nude rats. Three months after transplantation, we injected FB into the pyramidal decussation, and 7 days later, the rats were subjected to an immunohistological study. Grafted cells were identified by the expression of M2/M6, a specific marker for mouse cell membrane (Lagenaur and Schachner, 1981; Lagenaur et al., 1992), and the FB signal was observed in the M2^+^/M6^+^ cells, suggesting that the sorted cells show characteristics of CSMNs (Figure 2G).

### mESC-Derived CTIP2:GFP^+^ Cells Express L1CAM

To identify a cell surface marker for CTIP2:GFP^+^ cells, the differentiated cells were divided into GFP^+^ and GFP^−^ cells by FACS on day 11 to day 13 (see Supplementary Figure S1) and were subjected to microarray analysis. 

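RNA of sorted CTIP2:GFP+ and CTIP2:GFP- cells of the knock-in mouse embryonic stem cell line was measured on 6 GeneChip Mouse Gene 1.0 ST arrays, with 1 array for each fraction on day 11, day 12 and day 13. Each fraction therefore had 3 arrays, from consecutive days and not from repeated cultures of 1 day, so a p-value measures the spread of the difference between days. The authors calculated the signals of the probe sets with RMA16 in the GeneSpring software, and the values used here are those log2 signals, which run from 4.15 to 13.1 over the 6 arrays. Of 28853 probe sets, 21789 had 1 gene symbol, 1621 had several and 5443 had none. The 19938 genes were each represented by the probe set with the highest mean signal among those with 1 symbol, and no dim probe set was removed. GFP+ and GFP- cells were compared within days with limma, with day as a factor and Benjamini-Hochberg adjustment over all genes, and a difference is the mean over the 3 days of GFP+ minus GFP- on the log2 scale.
The arrays were not equally alike. The day 13 GFP- array had a standard deviation of 1.11 over its probe sets, against 1.29 and 1.48 on the GFP- arrays of day 11 and day 12, and its Pearson correlation with the other arrays across probe sets was 0.863 to 0.927. The correlations among the 3 GFP+ arrays were 0.981 to 0.990 across probe sets, which are not independent replicates. On day 13, 1831 genes were over 2-fold higher in GFP+ cells, against 368 on day 11 and 295 on day 12, and 457 were over 2-fold lower, against 259 on day 11 and 484 on day 12. The number of arrays limits the precision of every value.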

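GFP+ cells were compared with the GFP- cells sorted on the same days. Genes higher in GFP+ cells past the test included 7 of 28 general neuronal, 8 of 37 synaptic and 5 of 13 interneuron genes. Those that were lower included 12 of 32 radial glial genes. None of these lists passed as a whole with an estimated correlation, while the synaptic and radial glial lists passed with fry, another test of lists. Over the 3 days, 392 genes were on average over 2-fold higher in GFP+ cells and 204 genes were over 2-fold lower. At an adjusted p under 0.05 from limma, 159 genes were higher and 113 were lower, and 141 genes were both over 2-fold higher and past the test. Among the largest rises past the test were Dlx1, a homeobox gene of the ventral forebrain (9.34-fold, log2 difference 3.22, standard error 0.18, adjusted p = 0.022), and Sst, which encodes the neuropeptide somatostatin (7.74-fold, log2 difference 2.95, standard error 0.21, adjusted p = 0.024). The log2 difference was 2.94 for Dlx1as, an antisense transcript of the Dlx1 locus, 2.79 for Dlx5, 2.49 for Dlx2 and 2.50 for Lhx6, a transcription factor of cells from the medial ganglionic eminence. It was 2.63 for Gria1, an AMPA receptor subunit, and 2.37 for Pde2a, a cyclic nucleotide phosphodiesterase. It was 2.62 for Lgi1, a secreted neuronal protein whose GFP- signal of 4.71 lay near the 20th percentile of all probe sets (4.67). Among the largest falls, Slc1a3, the glial glutamate transporter, was 6.57-fold lower (log2 difference -2.72, standard error 0.20, adjusted p = 0.024). The difference was -2.52 for Dbx1, a homeobox gene of neural progenitors, -2.46 for Sfrp2, a secreted WNT modulator, -2.29 for Ednrb, the endothelin receptor B, and -2.11 for Gli3, a transcription factor of the Hedgehog pathway.
Of 28 general neuronal genes, 7 were higher, 0 were lower and 21 did not pass the test (23 higher when adjusted over the list alone), among them Syt1, a synaptic vesicle calcium sensor (2.34), and Myt1l, a neuronal transcription factor (1.94). Of 37 synaptic genes, 8 were higher and 0 lower (28 higher when adjusted over the list alone), with Gria4, another AMPA receptor subunit, at 2.16. Of these genes, 6 of 34 were higher without the candidates that the study chose on these arrays. Of 13 genes of the medial ganglionic eminence and cortical interneurons, 5 were higher and 0 lower (12 higher when adjusted over the list alone), and these were Dlx1, Dlx2, Sst, Lhx6 and Erbb4, of which the study chose Erbb4 on these arrays. Of 23 genes of deep-layer and subcerebral neurons, 2 were higher, Bcl11b, on whose reporter the cells were sorted, and Neto1, 0 were lower and 21 did not pass the test (2 higher when adjusted over the list alone). Of 32 radial glial genes, 12 were lower and 0 higher (24 lower when adjusted over the list alone), including Notch1, which keeps progenitors undifferentiated (-1.89). Of 26 genes of the Notch, WNT and TGF-beta pathways, 8 were lower and 0 higher (12 lower when adjusted over the list alone). The 8 were Notch1, Notch3, Lfng, the Notch targets Hey1 (-1.37) and Hes5 (-1.41), and the WNT pathway genes Sfrp1, Sfrp2 and Fzd8. Notch1 and Hes5 are also in the radial glial list. The WNT pathway genes Axin2 (-0.14) and Lef1 (-0.19) did not pass. Smad7, Lefty1, Lefty2 and Nodal of the TGF-beta pathway did not pass, nor did Id1, Id2 and Id3. Under camera with its preset correlation, the adjusted p was 3.56e-21 for the neuronal, 2.56e-22 for the synaptic, 1.07e-14 for the interneuron, 6.98e-22 for the radial glial and 3.02e-11 for the pathway list, and 0.142 for the subcerebral list. With an estimated correlation these became adjusted p = 0.37, 0.20, 0.36, 0.20, 0.20 and 0.40, so that no list passed. The estimated correlation was 0.66 for the neuronal and 0.67 for the interneuron list. It was -0.008 for the radial glial and 0.011 for the pathway list, close to the preset 0.01. A higher correlation therefore cannot explain why the radial glial and pathway lists were lost. With fry the adjusted p was 0.090, 0.031, 0.063, 0.031, 0.033 and 0.184 in the same order. The day 13 GFP- array, which stands apart from the rest, enters all of these values, and without day 13 the balance turned to 243 genes over 2-fold higher and 290 over 2-fold lower, with 0 past the test in either direction. After median centring of each array 0 genes passed in either direction, while all 392 genes stayed among 474 over 2-fold higher. With no block for the day 84 genes were higher and 41 lower. Among the largest rises named above, the calls of Sst, Dlx5, Lhx6, Dlx2 and Pde2a were then lost. Those of Dlx1, Dlx1as, Gria1 and Lgi1 were kept. Among the falls, the calls of Slc1a3, Dbx1, Sfrp2 and Ednrb were lost and that of Gli3 was kept. Those of Neto1 and Hey1 were lost too. After a further quantile normalization 52 genes were higher and 99 lower past the test, with 287 over 2-fold higher and 254 over 2-fold lower.

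**Figure D1:**
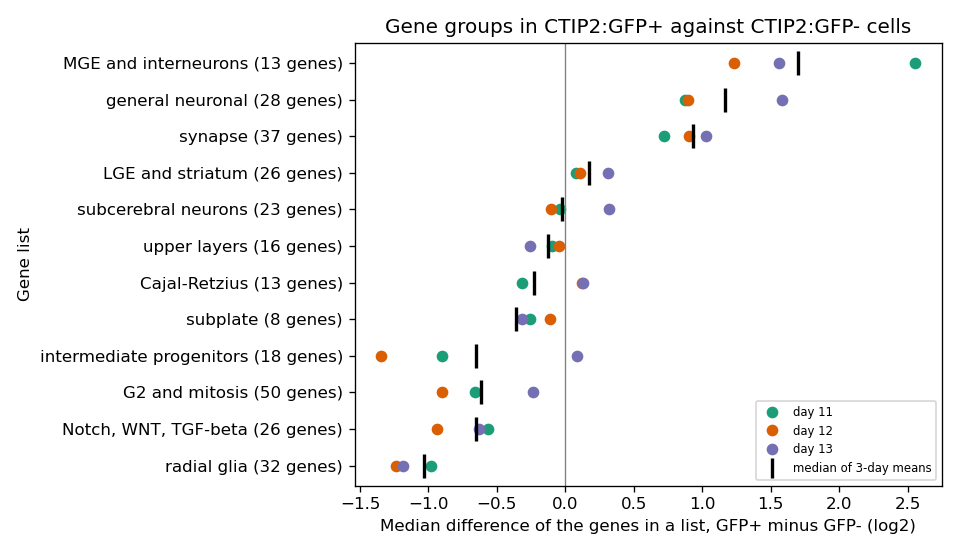
Median difference between CTIP2:GFP+ and CTIP2:GFP- cells (x axis, log2) for 12 gene lists (y axis, with the number of genes measured). Points are the 3 days, and bars are the medians of the differences averaged over the days. The interneuron list lies at 2.56, 1.23 and 1.56 on day 11, day 12 and day 13, and the radial glial list at -0.98, -1.24 and -1.19.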

A gene expression profile revealed that 324 genes were up-regulated more than 2-fold in the CTIP2:GFP^+^ population (Figure 3A). 

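More of the listed genes for cell surface receptors and adhesion molecules were over 2-fold higher than over 2-fold lower in GFP+ cells. The same held for all genes, with 392 over 2-fold higher and 204 over 2-fold lower. That balance turned to 243 against 290 without day 13, and whether the surface genes differ from it was not tested by these counts. Of 107 such genes listed in 2 groups, 20 were over 2-fold higher and 4 were over 2-fold lower, and 10 were higher and 1 was lower at an adjusted p under 0.05 from limma. Among 45 axon guidance and ephrin receptors, 3 were higher and 0 lower (17 higher and 2 lower when adjusted over the list alone), including Nrp2, a semaphorin receptor, with a log2 difference of 1.51 (standard error 0.21, adjusted p = 0.043). Among 62 adhesion molecules, 7 were higher and 1 lower (19 higher and 6 lower when adjusted over the list alone). The rises included Negr1, a GPI-anchored adhesion molecule of neurons (5.23-fold, log2 difference 2.39, standard error 0.15, adjusted p = 0.024), and Dscaml1, an adhesion molecule of the immunoglobulin superfamily (2.21, standard error 0.15). Pcdh9, a protocadherin, had a difference of 1.49, Cadm3, a synaptic adhesion molecule, 1.14, Ncam1, the neural cell adhesion molecule, 1.01, and Pcdh7 1.00. The 1 fall was Cdh6, a cadherin (-1.55, standard error 0.14, adjusted p = 0.024). Without day 13, or after median centring of each array, 0 genes passed the test, surface genes included. Without day 13 the 10 surface genes called higher had an adjusted p of 0.052 to 0.081. With no block for the day the calls of Robo2, L1cam, Pcdh9, Cadm3, Ncam1, Pcdh7 and Cdh6 were lost. Those of Erbb4, Negr1, Dscaml1 and Nrp2 were kept. Under camera with its preset correlation the adjusted p was 6.67e-07 for the guidance receptors and 1.27e-05 for the adhesion molecules. With an estimated correlation it was adjusted p = 0.377 and adjusted p = 0.221. For the adhesion molecules that correlation was 0.0104, close to the preset 0.01, so a higher correlation cannot explain their loss. With fry the adjusted p was 0.161 for the guidance receptors and 0.044 for the adhesion molecules. The study chose Erbb4, Robo2 and L1cam on these arrays, so the counts that hold them are not independent evidence. Without them 1 of 43 guidance receptors and 6 of 61 adhesion molecules were higher, with a preset-correlation adjusted p of 1.10e-05 and 3.83e-05 and an estimated-correlation adjusted p of 0.405 and 0.237. These lists were fixed by hand, and the Gene Ontology classes of the study were not used here.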

Classification of the up-regulated genes by a Gene Ontology (GO) analysis showed that 25 genes encoded plasma membrane-related proteins. Among them, we chose six candidates (Erbb4, Grin2b, Robo2, Erc2, Dlg2, L1cam) for which antibodies are commercially available. 

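All 6 candidates were on average over 2-fold higher in GFP+ than in GFP- cells, and higher on each of the 3 days. At an adjusted p under 0.05 from limma 5 of them passed the test, and 6 when adjusted over the list alone, but the study chose them on these arrays, so neither count is independent evidence of their direction. Grin2b, a subunit of the NMDA receptor, had a log2 signal of 7.94 ± 0.19 (SD, n = 3) in GFP+ and 6.16 ± 0.38 (SD, n = 3) in GFP- cells, a 3.42-fold difference (log2 difference 1.77, standard error 0.16, adjusted p = 0.024). Erc2, a protein of the presynaptic active zone, was at 8.60 ± 0.06 (SD, n = 3) and 6.84 ± 0.73 (SD, n = 3), a 3.39-fold difference that did not pass the test (log2 difference 1.76, standard error 0.27, adjusted p = 0.051). Its difference was 1.23 on day 11, 1.51 on day 12 and 2.55 on day 13. Dlg2, a scaffold protein of the postsynaptic density, was at 6.32 ± 0.32 (SD, n = 3) and 5.10 ± 0.23 (SD, n = 3), a 2.34-fold difference (log2 difference 1.23, standard error 0.18, adjusted p = 0.045). Without day 13, or after median centring of each array, all 6 candidates were still over 2-fold higher and 0 of them passed the test. Without day 13 their adjusted p ran from 0.052 to 0.071. With no block for the day 2 of the 6 passed, and 3 after a further quantile normalization. All 6 passed with the mean of a gene's probe sets, with either filter on dim probe sets and with a trended and robust eBayes. All 6 also passed without day 11 or without day 12. The same held with no block and without the day 13 GFP- array, an alternative added after seeing the data.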

Then, we excluded three candidates (Grin2b, Erc2, Dlg2) because they are mainly expressed in synapses and axons (Moriyoshi et al., 1991; Ohtsuka et al., 2002; Tao et al., 2003). 

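Erbb4, Robo2 and L1cam were each higher in GFP+ cells on all 3 days, and they ranked 1, 4 and 7 by difference among the 107 listed surface genes. Erbb4, a receptor for neuregulins, had a log2 signal of 9.92 ± 0.46 (SD, n = 3) in GFP+ and 6.95 ± 0.27 (SD, n = 3) in GFP- cells, a 7.84-fold difference (log2 difference 2.97, standard error 0.28, adjusted p = 0.024 from limma). Robo2, a receptor for the axon guidance protein Slit, was at 9.05 ± 0.18 (SD, n = 3) and 7.10 ± 0.83 (SD, n = 3), a 3.87-fold difference (log2 difference 1.95, standard error 0.28, adjusted p = 0.045). L1cam, an adhesion molecule of growing axons, was at 8.68 ± 0.25 (SD, n = 3) and 7.13 ± 0.52 (SD, n = 3), a 2.91-fold difference (log2 difference 1.54, standard error 0.19, adjusted p = 0.032). On day 11, day 12 and day 13 the difference was 3.62, 2.19 and 3.10 for Erbb4, 1.47, 1.59 and 2.79 for Robo2, and 1.10, 1.72 and 1.81 for L1cam. On day 13 the GFP- signals of Robo2 (6.14) and L1cam (6.60) were below those of the other GFP- arrays. With no block for the day, or after a further quantile normalization (1.79 and 1.31), the calls of Robo2 and L1cam were lost. Those of all 3 genes were lost without day 13, where the differences of Erbb4, Robo2 and L1cam were 2.90, 1.53 and 1.41, and after median centring, where they were 3.03, 2.01 and 1.60. The calls of all 3 genes were kept with the mean of probe sets, either filter on dim probe sets and a trended and robust eBayes. They were also kept without day 11 or without day 12. The paper took its candidates from the up-regulated genes that it classed as plasma membrane-related and for which antibodies could be bought, and excluded those that it states lie mainly in synapses and axons.

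**Figure D2:**
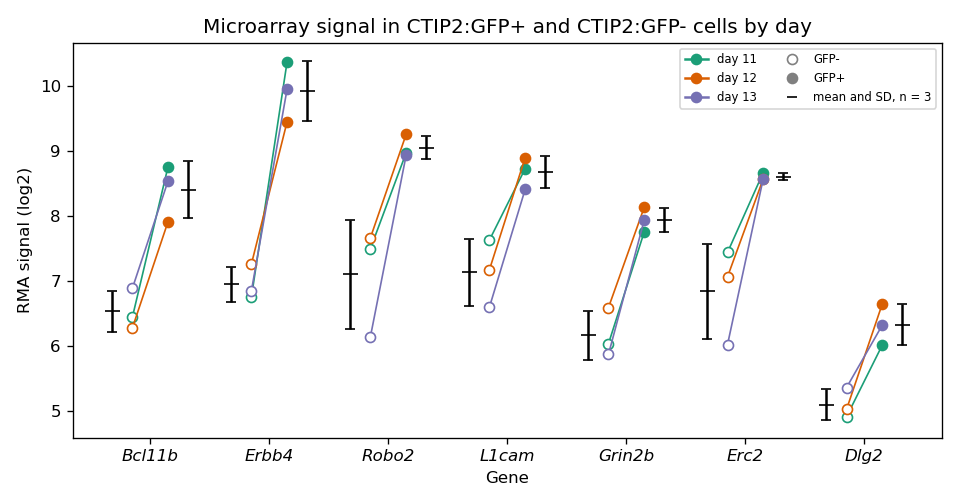
RMA signal (y axis, log2) of Bcl11b and the 6 candidates (x axis). Open points are CTIP2:GFP- and filled points CTIP2:GFP+ arrays, lines join the arrays of 1 day, and black bars give the mean and SD of 3 arrays. For each gene, every GFP+ array lies above every GFP- array.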

We finally selected three genes that code proteins expressed on the surface of the cell body: Roundabout guidance receptor 2 (*Robo2*), Erb-b2 receptor tyrosine kinase 4 (*Erbb4*) and L1 cell adhesion molecule (*L1cam*; Figure 3B).

**Figure 3:**
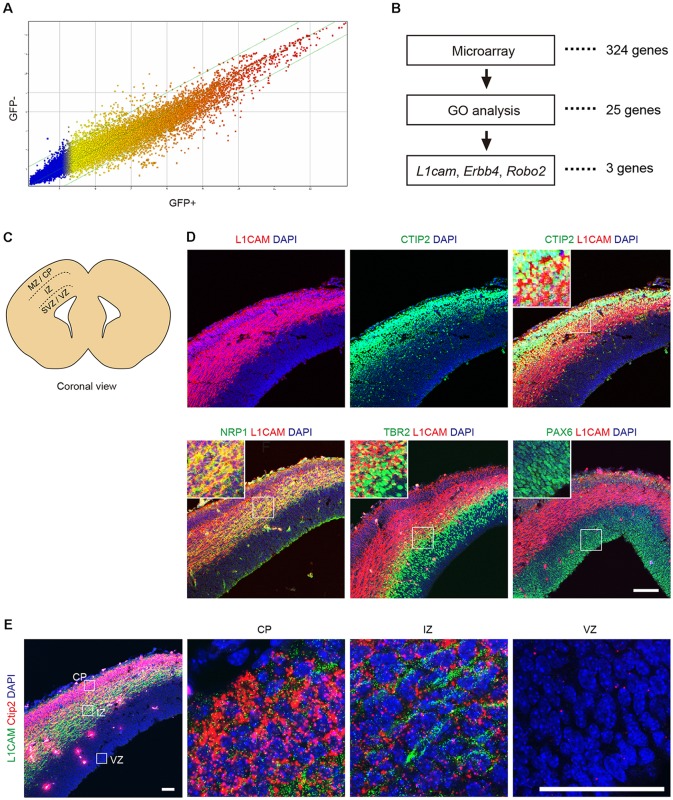
L1CAM is a marker for CTIP2 of E14.5 mouse.** (A)** Comparison of the gene expression profiles between GFP^+^ and GFP^−^ cells in CTIP2:GFP KI mESCs on day 11 to day 13. **(B)** Screening of the candidate molecules by microarray analysis, gene ontology (GO) analysis and literature. First, the microarray analysis revealed 324 genes as 2-fold upregulated in CTIP2:GFP^+^ cells. Next, 25 genes were identified by GO analysis as the plasma membrane. Finally, three genes were selected from the literature as expressed in the cell body. **(C)** Diagram of the brain slices of the E14.5 mouse frontal cortex. **(D)** Immunofluorescence images for CTIP2 (green), NRP1 (green), TBR2 (green), PAX6 (green), L1CAM (red) and DAPI (blue). Scale bar represents 100 μm. **(E)** Immunofluorescence image for L1CAM (green) and RNA FISH image for *Ctip2* (red) and DAPI (blue). Scale bars represent 50 μm.

Robo2 is a member of the immunoglobulin superfamily of cell adhesion molecules and acts as a guidance receptor by binding secreted SLIT ligands (Holmes et al., 1998; Long et al., 2004). In the developing cerebral cortex, Robo2 is distinctly expressed in the intermediate zone (IZ), where prospective interneurons and projection neurons migrate tangentially from the ventricular zone (VZ) and the subventricular zone (SVZ) to the cortical plate (CP; Andrews et al., 2007; López-Bendito et al., 2007). Erbb4 is a member of the type I receptor tyrosine kinase subfamily and is involved in cell proliferation, migration and differentiation (Burden and Yarden, 1997; Adlkofer and Lai, 2000; Buonanno and Fischbach, 2001). In the developing cerebral cortex, Erbb4 is expressed in the IZ (Yau et al., 2003). The protein is preferentially expressed in parvalbumin^+^ interneurons and subsets of other GABAergic interneurons in the adult cerebral cortex. L1CAM is a transmembrane glycoprotein composed of six immunoglobulin domains and five fibronectin type III repeats (Schachner, 1991). In mammals, L1CAM is expressed throughout the nervous system and is involved in axon growth and guidance during development, interactions between Schwann cells and axons, neuronal cell migration, neuronal survival, synaptogenesis and myelination (Lindner et al., 1983; Bixby et al., 1988; Chen et al., 1999). In the adult cerebral cortex, L1CAM is specifically localized in cortical layer V (Munakata et al., 2003). Based on these characteristic features, we decided to focus on L1CAM as a candidate surface marker of CTIP2:GFP^+^ cells.

### Sorting of L1CAM^+^ Cells Enriches Cortical and Migrating Neurons

Next, we examined the expression pattern of L1CAM in the brain of E14.5 mice (Figure 3C). An immunofluorescence study revealed that L1CAM was expressed in the CP (CTIP2^+^), IZ (NRP1^+^), and upper part of the SVZ (TBR2^+^), but not in the VZ (PAX6^+^; Figure 3D). Moreover, we found that CTIP2 is expressed not only in the CP but also in the IZ. To confirm this observation, we performed fluorescence *in situ* hybridization (FISH) using the *Ctip2* mRNA probe combined with immunostaining for L1CAM. As expected, an intense Ctip2 signal was observed in the CP, and a weaker but clear signal was observed in the IZ (Figure 3E).

Next, we dissociated the cortical tissue of E14.5 mice and divided it into L1CAM^+^ and L1CAM^−^ cells by FACS. An immunofluorescent study revealed that CTIP2^+^ cells were more frequently observed in the L1CAM^+^ population than the unsorted or L1CAM^−^ population (75.8 ± 5.0% vs. 36.4 ± 2.9% or 13.9 ± 2.7%, respectively; *n* = 6; Figures 4A,B). A quantitative reverse transcriptase-polymerase chain reaction (qPCR) analysis revealed that L1CAM^+^ cells expressed higher levels of Ctip2 and Nrp1 mRNAs compared to L1CAM^−^ cells (see Supplementary Figure S2). On the other hand, the mRNA expression levels of Tbr2 and Pax6 were lower in L1CAM^+^ cells (see Supplementary Figure S2). When we continued the culture as spheres for 2 days after sorting, CTIP2^+^ cells were again more frequently observed in the L1CAM^+^ population than the unsorted or L1CAM^−^ populations (47.2 ± 2.0% vs. 32.9 ± 4.0% or 24.5 ± 2.1%, *n* = 9, 9 and 8, respectively; Figures 4C,D). On the other hand, the L1CAM^+^ population contained fewer EdU^+^/PAX6^+^ proliferating cells compared to the unsorted or L1CAM^−^ populations (6.4 ± 1.0% vs. 15.6 ± 1.6% or 21.1 ± 1.0%, *n* = 9, 9 and 8, respectively; Figures 4E,F). These results suggested that sorting for L1CAM+ cells can be a strategy for efficient and safe cell therapy by enriching CSMNs and eliminating proliferating progenitor cells.

**Figure 4:**
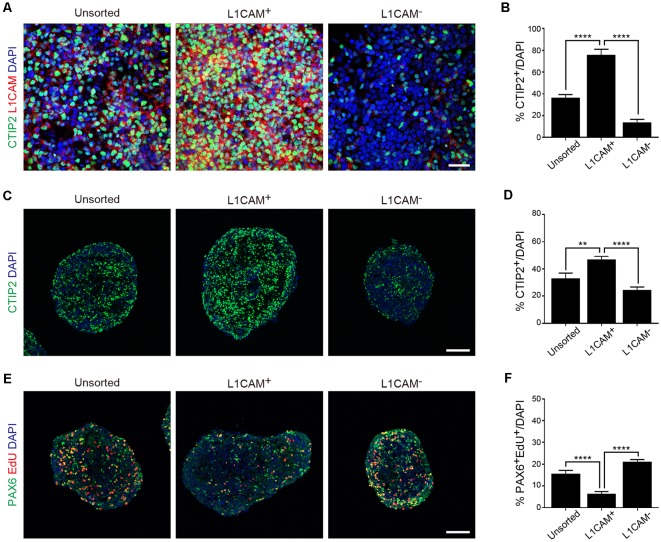
Sorting of L1CAM^+^ cells enriches cortical and migrating neurons. The frontal cortex was taken from E14.5 mice and used for *in vitro* studies. **(A)** Immunofluorescence images of the cells from unsorted, L1CAM^+^ and L1CAM^−^ cells for CTIP2 (green), L1CAM (red) and DAPI (blue) several hours after sorting. Scale bar represents 30 μm. **(B)** Percentage of CTIP2^+^ cells in total cells stained with DAPI (unsorted: *n* = 6; L1CAM^+^: *n* = 6; L1CAM^−^: *n* = 6). **(C)** Immunofluorescence images of unsorted, L1CAM^+^ and L1CAM^−^ cells for CTIP2 (green) and DAPI (blue) 2 days after sorting. Scale bar represents 100 μm. **(D)** Percentage of CTIP2^+^ cells in total cells stained with DAPI (unsorted: *n* = 9; L1CAM^+^: *n* = 9; L1CAM^−^: *n* = 8). **(E)** Immunofluorescence images of unsorted, L1CAM^+^ and L1CAM^−^ cells for PAX6 (green), EdU (red) and DAPI (blue) 2 days after sorting. 10 μM EdU was added in the culture medium 2 h before fixation. Scale bar represents 100 μm. **(F)** Percentage of PAX6^+^/EdU^+^ cells in total cells stained with DAPI (unsorted: *n* = 9; L1CAM^+^: *n* = 9; L1CAM^−^: *n* = 8). All values are displayed as means ± SEM. One-way ANOVA with Bonferroni’s multiple comparison test, **P < 0.01 and ****P < 0.0001.

### L1CAM^+^ Cells Preferentially Extend Axons Along the CST

To investigate the survival and neurite extension of transplanted L1CAM^+^ cells *in vivo*, we dissected cortical tissues from E14.5 GFP Tg mice and divided them into L1CAM^+^ and L1CAM^−^ cells by using FACS. At 2 days after sorting, we transplanted the cell aggregates into the frontal cortex of adult mice. FB was injected into the pyramidal decussation at 2 months after transplantation, and 7 days later, these mice were subjected to immunohistochemical analyses.

Immunostaining for GFP revealed that the size of the L1CAM^+^ grafts was significantly smaller than that of the L1CAM^−^ grafts (0.09 ± 0.02 mm^3^ vs. 0.18 ± 0.03 mm^3^, respectively; *n* = 6; Figures 5A,B). The axons from the L1CAM^+^ grafts were observed along the CST including the internal capsule and cerebral peduncle (Figures 5C,D). On the other hand, those from the L1CAM^−^ grafts were observed in the ipsilateral cortex or restricted within the striatum. The total number and percentage of CTIP2^+^ cells were higher in the L1CAM^+^ grafts than in the L1CAM^−^ grafts (Figures 6A–C). Furthermore, FB^+^ cells were more frequently observed in L1CAM^+^ grafts than L1CAM^−^ grafts (125 ± 48 cells vs. 16 ± 8 cells, respectively; *n* = 6; Figures 6D,E). On the other hand, CUX1^+^ cells (upper neurons) were more frequently observed in L1CAM^−^ grafts (see Supplementary Figure S3), but the cell density was not significantly different between the two grafts (see Supplementary Figure S3). These results indicate that L1CAM^+^ grafts contained more CSMNs and preferentially extended axons along the CST.

**Figure 5:**
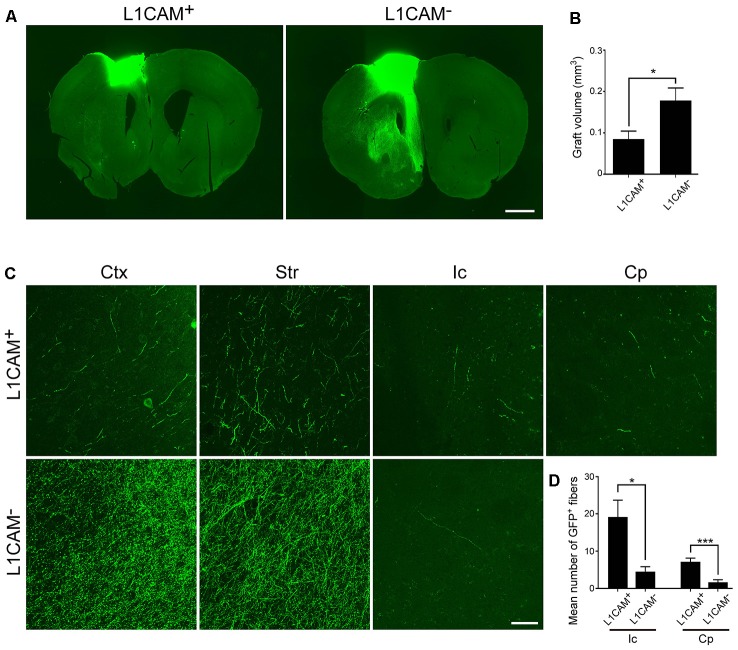
L1CAM^+^ cells survive and extend axons along the corticospinal tract (CST). L1CAM^+^ cells and L1CAM^−^ cells were isolated from E14.5 mouse frontal cortex, and 2 days later they were injected into the adult brain for 2 months. **(A)** Immunofluorescence images of the graft for GFP (green). Scale bar represents 1 mm. **(B)** Quantification of the volume of L1CAM^+^ cells and L1CAM^−^ cells in the grafts (L1CAM^+^: *n* = 6 and L1CAM^−^: *n* = 6).** (C)** Immunofluorescence images of the graft fibers for GFP (green). GFP^+^ fibers were found in the cerebral cortex (Ctx), striatum (Str), internal capsule (Ic) and cerebral peduncle (Cp). Scale bar represents 50 μm. **(D)** Quantification of GFP^+^ fibers from L1CAM^+^ cells and L1CAM^−^ cells (L1CAM+: *n* = 6 and L1CAM−: *n* = 6) at the Ic and Cp. All values are displayed as means ± SEM. Student’s *t*-test, *P < 0.05 and ***P < 0.001.

**Figure 6:**
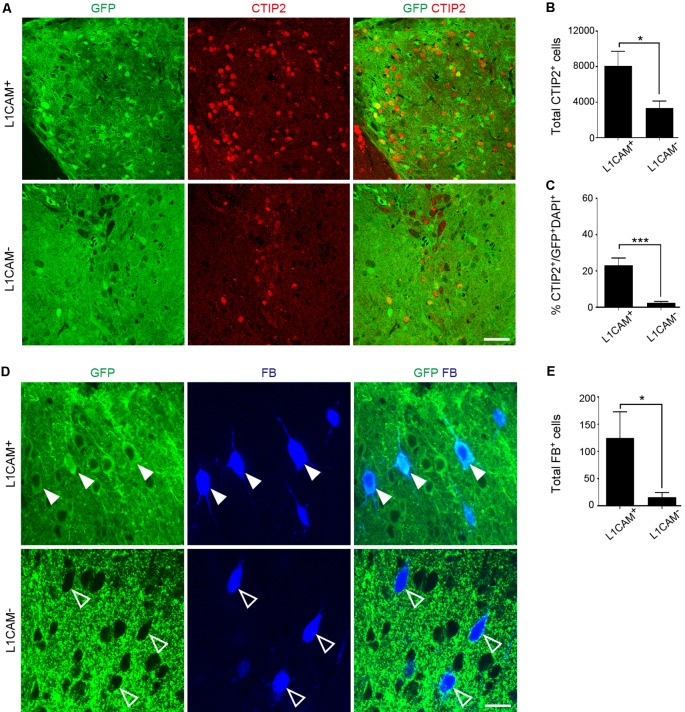
L1CAM^+^ grafts have a character consistent with CSMNs. L1CAM^+^ cells and L1CAM^−^ cells were isolated from E14.5 mouse frontal cortex, and 2 days later they were injected into the adult brain for 2 months. **(A)** Immunofluorescence images of the graft for GFP (green) and CTIP2 (red). Scale bar represents 50 μm. **(B)** Total number of CTIP2^+^ cells in the L1CAM^+^ grafts and L1CAM^−^ grafts (L1CAM^+^: *n* = 6 and L1CAM^−^: *n* = 6). **(C)** Percentage of CTIP2^+^ cells in total cells stained with DAPI and GFP (L1CAM^+^: *n* = 6 and L1CAM^−^: *n* = 6).** (D)** Immunofluorescence images of graft for GFP (green) and FB (blue). FB was injected into the pyramidal decussation 7 days before sacrifice. Solid white arrowheads represent graft-derived cells. Open arrowheads represent host-derived cells. Scale bar represents 25 μm. **(E)** Total number of FB^+^ cells in L1CAM^+^ grafts and L1CAM^−^ grafts (L1CAM^+^: *n* = 6 and L1CAM^−^: *n* = 6). All values are displayed as means ± SEM. Student’s *t*-test, *P < 0.05 and ***P < 0.001.

## Discussion

In this study, we grafted fetal brain tissue into the mouse brain and found that the cells in the graft extending axons along the CST expressed CTIP2. By using CTIP2:GFP KI mESCs, we identified L1CAM as a cell surface marker for cortical CTIP2^+^ cells. Finally, we sorted L1CAM^+^ cells of the fetal brain and confirmed that these cells more efficiently extended axons along the CST compared to L1CAM^−^ cells.

As mentioned above, L1CAM is a transmembrane glycoprotein composed of six immunoglobulin domains and five fibronectin type III repeats (Schachner, 1991). In mammals, L1CAM is expressed throughout the nervous system and is involved in axonal growth and guidance during development (Lindner et al., 1983; Bixby et al., 1988; Chen et al., 1999).

In a developing mouse brain, cortical neurons are differentiated from progenitor cells that line the dorsal aspect of the lateral ventricles in the forebrain (Nieto et al., 2004; Leone et al., 2008). Proliferating progenitor cells that express PAX6 are found in the VZ, which is immediately adjacent to the ventricles, and at later stages in the SVZ, which forms between the VZ and the overlying IZ. The immature neurons exit the cell cycle at around E10, migrate out of the VZ along radial glia and reach the CP. Within the CP, neurons of the deep layers (VI and V) are generated at around E14, and neurons of the upper layers (IV, III and II) are generated at around E16. The deep layers are mainly composed of subcerebral projection neurons, which express CTIP2 and extend axons beyond the cortex such as the thalamus and spinal cord. In contrast, the upper layers are mainly composed of callosal projection neurons, which express SATB2 and CUX1 and extend axons to the other cortical area.

This complexity of the developing brain has made it difficult to identify which cell populations contribute to the reconstruction of the CST after transplantation. A previous transplantation study of E15.5 mouse brain revealed that early postmitotic neurons, which are fate-restricted for deep-layer neurons, can extend axons as CST and establish functional connectivity after transplantation (Wuttke et al., 2018). These neurons underwent final mitosis during E11.5-13.5 and were postmitotic at the time of transplantation. In contrast, the cells dividing at E14.5 did not differentiate into CTIP2^+^ cells in the deep layers. In the present study, we found that L1CAM^+^ cells of E14.5 mouse brain more efficiently extended axons along the CST compared to L1CAM^−^ cells. Intriguingly, the former cell population contained more postmitotic CTIP2^+^ cells, while the latter contained more proliferating PAX6^+^ progenitor cells. This distinction suggests sorting for L1CAM^+^ cells of the E14.5 mouse brain could enrich cells that contribute to the reconstruction of the CST. In this context, the timing of sorting during neuronal development is critical. To enrich CSMNs, L1CAM^+^ cells need to be sorted at the early cortical development when only deep layer neurons emerged.

We previously reported that neuropilin-1 (NRP1)^+^ cells in the frontal cortex of E14.5 mice survive and extend axons to the spinal cord of neonatal brain (Sano et al., 2017). NRP1 is a Sema 3 receptor, is essential for the initial stage of axonal sprouting (Bagnard et al., 1998; Fujisawa, 2004), and is distributed in the IZ of the cerebral cortex of E13.5-15.5 mouse (Kawakami et al., 1996; Hatanaka et al., 2009). NRP1^+^ cells are mainly migrating neurons in the IZ, but they are also subcortical projection neurons with axonal extensions. In this study, we found L1CAM by microarray analysis using CTIP2:GFP KI mESCs as a cell surface marker to enrich cells that extend axons along the CST. In addition, L1CAM and NRP1 form a complex as a Sema 3A receptor for transducing signaling pathways within the growth cone (Castellani et al., 2000). These facts suggest that L1CAM^+^/NRP1^+^ cells can efficiently contribute to the reconstruction of the CST, but it remains unknown whether deep layer neurons in the CP or migrating neurons in the IZ play a more important role.

Another advantage of sorting L1CAM^+^ cells is that one can eliminate proliferating progenitor cells that are unlikely to become subcerebral projection neurons or have tumorigenicity. Tumorigenicity is especially a concern in the case of transplantation using PSC-derived cells.

In contrast to L1CAM^+^ grafts, L1CAM^−^ grafts extended axonal fibers mainly to the ipsilateral cortex and striatum. Additionally, only a few fibers were observed in other areas including the thalamus and superior colliculus in both cases. For a complete analysis of fiber extension in the brain, we need to employ the brain tissue-clearing and 3D-imaging technique, which is the next challenge in the near future.

In conclusion, we demonstrated that sorting L1CAM^+^ cells from the cerebral cortex of E14.5 mouse is advantageous for enriching cells that can extend axons along the CST after transplantation. However, it remains to be explored whether these cells have a functional effect on mouse behavior after transplantation. In addition, it is unknown whether the same strategy can be applied to human PSC-derived neurons. Recently, we have published a article about human PSC-derived cerebral organoids (Sakaguchi et al., 2019). For clinical application, we need to determine the optimal timing for sorting in the induction of human cerebral organoids and examine if human L1CAM^+^ cells contribute to safe and efficient transplantation. An investigation into these questions will advance cell-based therapies to treat CST damaged by stroke or brain injury.

## Data Availability Statement

The datasets generated for this study can be found in the microarray data available from the Gene Expression Omnibus (GEO database) with the accession number GSE132362.

## Ethics Statement

The animal study was reviewed and approved by The animal experimentation committee of Center for iPS Cell Research and Application (CiRA), Kyoto University.

## Author Contributions

BS and JT designed the study and wrote the manuscript. BS, RT, YI, and KF performed the experiments and analyzed the data. HN and YO generated the transgenic mESC clones.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: L1CAM Is a Marker for Enriching Corticospinal Motor Neurons in the Developing Brain
**Source:** Front Cell Neurosci. 2020 Feb 19;14:31. doi: 10.3389/fncel.2020.00031
**Supplement:** Supplementary file 1

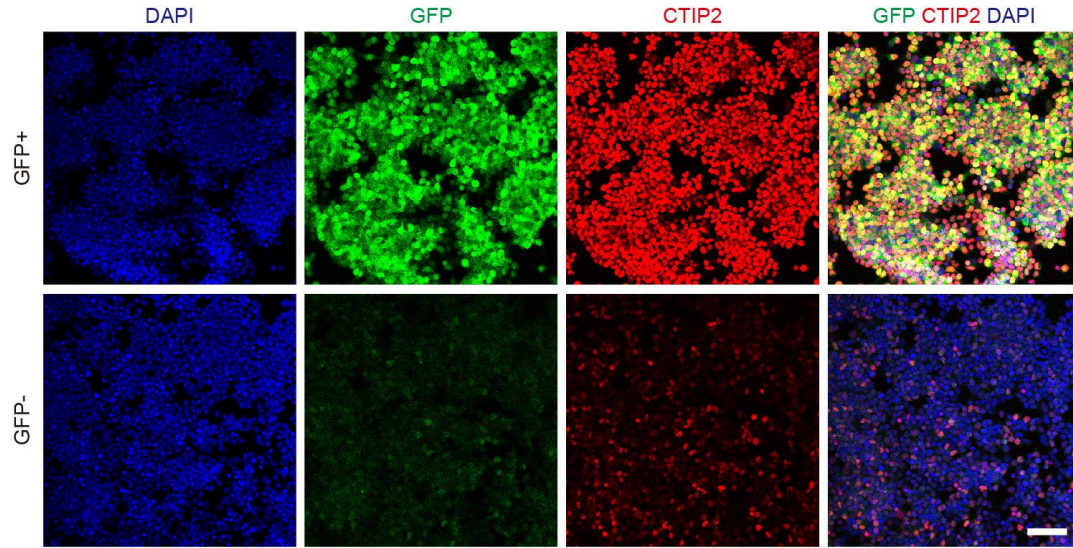

**Figure S1.** Purification of CTIP2<sup>+</sup> cells by the expression of CTIP2:GFP. Immunofluorescence images for GFP (green), CTIP2 (red) and DAPI (blue) immediately after sorting. CTIP2<sup>+</sup> cells were enriched in the CTIP2:GFP<sup>+</sup> fraction. Scale bar represents 50  $\mu$ m.

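The arrays measured the transcript of Bcl11b, the gene that encodes CTIP2 and into which GFP was knocked in, in both sorted fractions. Its log2 signal was 8.40 ± 0.44 (SD, n = 3) in GFP+ and 6.53 ± 0.32 (SD, n = 3) in GFP- cells, a 3.65-fold difference (log2 difference 1.87, standard error 0.19, adjusted p = 0.025 from limma). By day, the GFP+ signal was 8.76, 7.91 and 8.54 on day 11, day 12 and day 13, and the GFP- signal was 6.44, 6.27 and 6.88. The difference was 2.32 on day 11, 1.64 on day 12 and 1.65 on day 13. The call was lost without day 13, where the difference was 1.98, and after median centring or a further quantile normalization of the arrays, where it was 1.92 and 1.59. It was kept with no block for the day, the mean of probe sets, either filter on dim probe sets and a trended and robust eBayes. It was also kept without day 11 or without day 12. The images of Supplementary Figure S1 show the protein in single cells after the sort, while an array gives the mean RNA level of a fraction.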

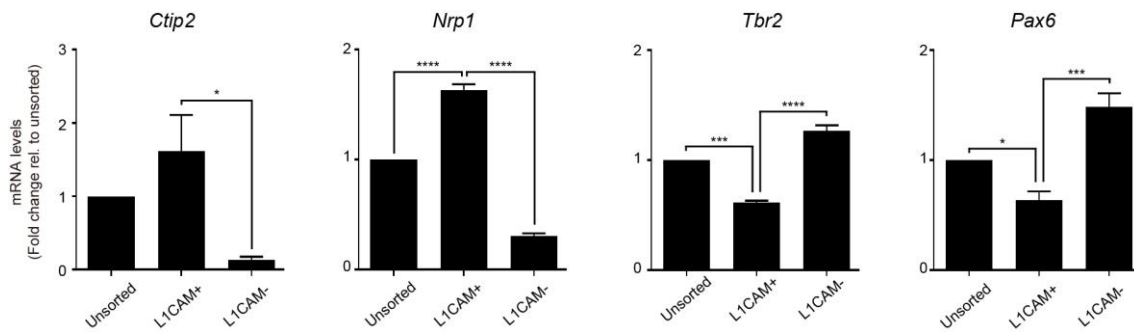

**Figure S2.** Gene expression analysis of FACS-purified cells. E14.5 mouse frontal cortex was separated into unsorted, L1CAM<sup>+</sup> and L1CAM<sup>-</sup> fractions (unsorted:  $n = 3$ ; L1CAM<sup>+</sup>:  $n = 3$ ; L1CAM<sup>-</sup>:  $n = 3$ ). Gene expression analysis was performed by qRT-PCR with *Ctip2*, *Nrp1*, *Tbr2* and *Pax6* primers. All values are displayed as means  $\pm$  s.e.m. One-way

ANOVA with Bonferroni's multiple comparison tests,  $*P<0.05$ ,  $***P<0.001$  and  $****P<0.0001$ .

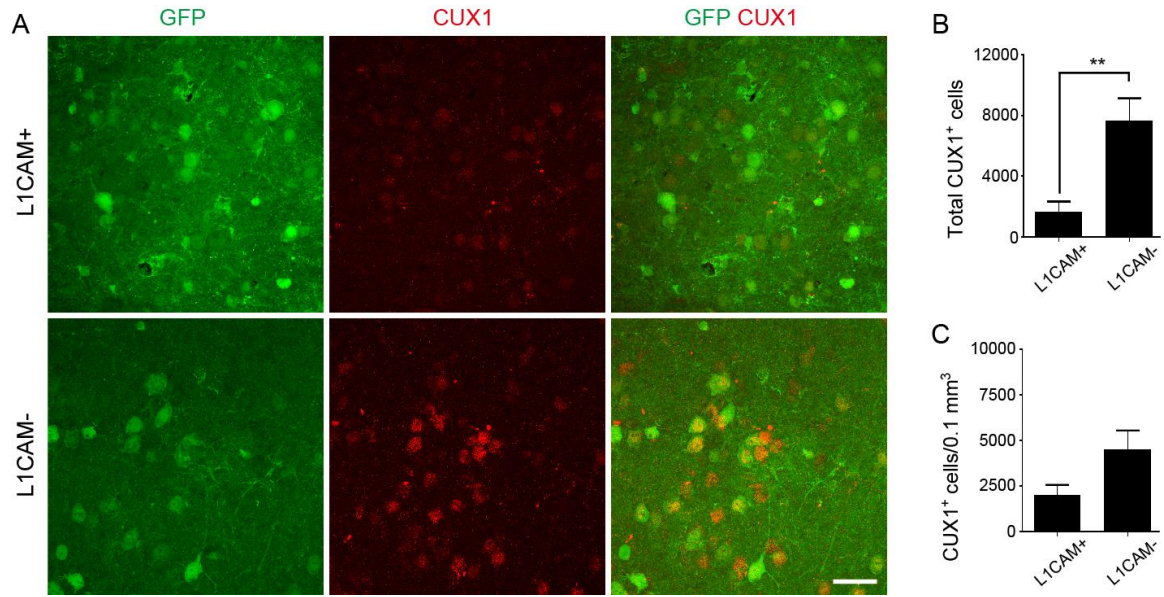

**Figure S3.** L1CAM<sup>+</sup> cells and L1CAM<sup>-</sup> cells were isolated from E14.5 mouse frontal cortex, and two days later they were injected into adult brain for two months. **(A)** Immunofluorescence images of the graft for GFP (green) and CUX1 (red). Scale bar represents 50  $\mu$ m. **(B)** Total number of CUX1<sup>+</sup> cells in L1CAM<sup>+</sup> grafts and L1CAM<sup>-</sup> grafts (L1CAM<sup>+</sup>:  $n = 6$  and L1CAM<sup>-</sup>:  $n = 6$ ). **(C)** CUX1<sup>+</sup> cell densities in L1CAM<sup>+</sup> grafts and L1CAM<sup>-</sup> grafts (L1CAM<sup>+</sup>:  $n = 6$  and L1CAM<sup>-</sup>:  $n = 6$ ). All values are displayed as means  $\pm$  s.e.m. Student's t-test,  $**P<0.01$ .

How the deposited data were processed for this re-analysis (not part of the article)

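RNA of CTIP2:GFP+ and CTIP2:GFP- cells, sorted on day 11, day 12 and day 13 of differentiation, was hybridised to 6 GeneChip Mouse Gene 1.0 ST arrays, with 1 array per fraction and day. The authors made the deposited log2 signals with RMA16 in GeneSpring. Whether the 6 arrays were normalized together, the annotation version and any filter are not given in the sources used here. The medians of the deposited log2 values were 5.40, 5.34 and 5.37 on the GFP+ arrays and 5.44, 5.32 and 5.52 on the GFP- arrays of day 11, day 12 and day 13, so the distributions were not identical. Names came from the platform annotation, and 21698 of the 21789 probe sets with 1 symbol were matched by Entrez ID to the gene table of GRCm38.p6, which changed 0 symbols. For the 999 genes with over 1 such probe set, the one with the highest mean was used. Of the genes the paper names as markers, 2 were not analysed here. No genome build is named for the values, and no coordinates are printed.
The values were fitted with limma 3.58.1 in R 4.3.3, with fraction and day as factors, which leaves 2 residual degrees of freedom, and eBayes. Adjusted p is Benjamini-Hochberg over 19938 genes, with a threshold of 0.05. The paper states a 2-fold threshold for these arrays, and its text names no test for them; its statistics section names Student's t-test for experiments in general. Genes over 2-fold higher or lower were counted from the mean difference without a test. The pairing of the fractions comes from the day that the labels give, and the deviations of same-day arrays from their fraction means correlated across genes at 0.112, 0.558 and 0.368 on day 11, day 12 and day 13, although the GFP+ array of day 11 correlated more with the GFP- array of day 13 (0.297) than with its own; the fit with no replicate block, which ignores the day, called 84 genes higher. A slope per day and an interaction of fraction and day were also fitted. Gene groups were 29 lists of cell types, pathways and surface molecules, tested with camera at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. The lists, the designs and all but the added alternatives were fixed before the data were examined. The genes named are those the paper names, the 12 largest rises and the 12 largest falls among genes past the test with 1 direction on all 3 days, up to 4 genes per list in its leading direction and up to 2 in the other, and the 10 surface genes with the largest rise past the test. Tested on simulated data of 19938 genes in 5 runs, the comparison of the fractions recovered 17.4% of genes with a log2 difference of 1, 93.2% with 2 and 98.6% with 3, and 5.87% of its calls were false. Whether these rates carry over to the 6 arrays was not tested. The day 13 GFP- array stands apart from the rest, and genes move together, with an estimated correlation of 0.67 for the interneuron list. The alternatives were the fit without day, each day left out, median centring, a further quantile normalization, the mean of a gene's probe sets, filters on dim probe sets, a trended and robust eBayes, the methods' t-test and probe sets in place of genes. A fit with no block for the day and without the day 13 GFP- array, a shorter interneuron list, and lists without the 6 candidates were added after seeing the data.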

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

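The tests of explanations for the interneuron genes and for the day 13 GFP- array were chosen after these patterns were seen. The exception was the test of Slc32a1, which was set before its values were looked at. The interneuron list and its camera tests were fixed before the data were examined.
Of 13 genes listed for interneurons, 5 were higher in GFP+ cells past the test and 12 were higher on all 3 days. With no block for the day the calls of Sst, Lhx6 and Dlx2 were lost and those of Dlx1 and Erbb4 were kept. Without day 13, or after median centring of each array, 0 genes passed the test. Without day 13 Dlx1, Dlx2 and Sst were at adjusted p = 0.052, Erbb4 at 0.068 and Lhx6 at 0.132. The paper chose and discusses 1 of the 5, Erbb4, but not the others. Camera's adjusted p for the list was 0.356 with an estimated correlation. The narrow range of the day 13 GFP- array does not enter the median differences of the list on day 11 and day 12, 2.56 and 1.23, and a rise of every kind of neuron alike is argued against by the list's excess over 60 genes of deep-layer, upper-layer, Cajal-Retzius and subplate neurons, which was 1.76 over the 3 days and 2.69, 1.31 and 1.54 by day (permutation p = 1e-05, the smallest the permutations can give, and too small where genes move together), though 28 general neuronal genes had medians of 0.87, 0.89 and 1.58 against 2.56, 1.23 and 1.56 for the list, with no excess on day 13, so a higher share of neurons as such stays open. A hypothesis that stays open is that the GFP+ fraction may hold GABAergic neurons: Gad1 (1.84, 1.33 and 2.38 on day 11, day 12 and day 13) and Gad2 (1.84, 1.53 and 3.43), enzymes of GABA synthesis chosen here after their values were seen, go with it, but Slc32a1, the vesicular GABA transporter, was predicted to be over 2-fold higher on each day and differed by 0.92, 0.24 and 0.54. The value of 0.24 lies under the bound set for rejecting the hypothesis by less than the SD of a daily difference, 0.30, an allowance added after the values were seen, so the hypothesis is neither borne out nor excluded. Without Erbb4 and the genes shared with the striatal list, 2 of 10 genes passed and the median was 1.31.
The day 13 GFP- array stood apart from the rest. Its shift against the other GFP- arrays had medians of 0.23 in the dimmest 10% of genes and -0.83 in the brightest 10%, which its narrow range already implies. A rescaling of the array, which would keep the order of its signals, stays open: its highest Spearman rho with another array was 0.897 across all genes, below the lowest among the other 5 arrays, 0.951, but across the brighter genes, 0.750 against 0.800, the gap was smaller than the range among the others. Cells of another type in that sample stay open: 6 of 8 lists of other cell types shifted up beyond nearly all random lists matched on signal, the highest at a percentile of 99.99, but the largest median shift was 0.57. The later day of differentiation stays open too. The shift of the day 13 GFP- array correlated at 0.37 across genes with that of the day 13 GFP+ array, whose own spread was 0.19 against 0.59. It also correlated at 0.30 with that of the day 11 GFP+ array, and at -0.49 with that of the day 12 GFP+ array. The correlation was therefore not specific to day 13 and cannot decide the question.
In the other direction, 204 genes were over 2-fold lower in GFP+ cells, which the paper does not report. Without day 13 this count was 290, above the 243 over 2-fold higher. The real split of the arrays gave 272 genes past the test, and the highest of the other splits gave 0. Of the 10 splits, 1 reached that count, but only 3 of the others part the fractions on all 3 days as the real one does; the other 6 keep both arrays of a day together on 2 days, so the comparison is among 4 splits. Neither 10 nor 4 splits can give a share under 0.05.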

How the results depend on the processing

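No named gene or list that passed the test turned its direction in the alternatives run, but the number of calls depended on the processing, and the cause was not tested unless given. Genes higher and lower, 159 and 113, became 84 and 41 with no replicate block, 0 and 0 after median centring, 387 and 226 without the lowest 20% of signals, 703 and 337 without the lower-signal genes (below the median of all probe sets), 549 and 510 with a trended and robust eBayes, and 98 and 74 with probe sets in place of genes. A further quantile normalization gave 52 higher and 99 lower, so the higher share of calls went from 58.5% to 34.4%, while 287 genes were over 2-fold higher and 254 over 2-fold lower. The methods' t-test gave 966 and 790 at its threshold and 0 and 0 after Benjamini-Hochberg. Leaving out a day gave 0 to 930 higher and 0 to 229 lower, with 0 in both directions without day 13. Median centring moved the median difference of all genes from -0.05 to 0.00 and the prior degrees of freedom from 3.80 to 2.34, with 2615 genes at an unadjusted p under 0.05 against 3098. Genes both over 2-fold higher and past the test, 141, became 72, 0, 300, 390, 377 and 49 with no block, median centring, the filters, the trended eBayes and quantile normalization, 290 and 0 with the methods' t-test, and 0 to 672 leaving out a day. The 392 genes over 2-fold higher became 243 to 728 leaving out a day, 128 when required on each day, and 210 with no replicate block and without the day 13 GFP- array, both changed at once in an alternative chosen after seeing the data, which gave 202 higher and 114 lower past the test; the 204 over 2-fold lower became 174 to 290 leaving out a day, 78 when required on each day and 292 in that alternative. More genes were thus over 2-fold lower than higher without day 13 (290 against 243) and without the block and that array (292 against 210). Of 29 lists, 18 passed with camera, 10 with fry and 0 with an estimated correlation. No gene passed the limma test for a slope per day or for a difference between fractions by day. At an unadjusted p under 0.05 there were 174 and 108 genes, or 0.87% and 0.54%. These shares lie below the threshold of 0.05 itself, so the tests cannot show that no gene changed. Leaving out a day gave 0 to 130 genes changing with day. Of the 83 named genes, 51 lost their call without day 13, 51 after median centring and 30 with no block. No call of signal over background was used, so no limit is given for dim genes.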

Differences from the paper's values

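The paper reports 324 genes over 2-fold higher in GFP+ cells, and 392 were found here at that threshold, which is within 1.5 times. No test is stated for the paper's count. Among the alternatives set before the data were examined, the count lay more than 1.5 times away without day 11 (541), without day 12 (728), with probe sets in place of genes (569) and when a gene had to exceed 2-fold on each day (128); it did not in the others, where it ran from 243 to 474.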

Other observations

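Several markers that the paper measured in other samples were compared on these arrays. Reln, a gene of layer I cells, had a log2 difference of 1.33 (standard error 0.35, adjusted p = 0.152 from limma), and it was 2.42 on day 12 against 0.95 on day 11 and 0.60 on day 13. The difference was 0.23 for Cux1, an upper-layer transcription factor, and -0.23 for Eomes, a gene of intermediate progenitors, with adjusted p = 0.668 and 0.670. Nrp1, a semaphorin receptor, was at 1.16 (adjusted p = 0.066) and Pax6, a gene of radial glia, at -1.28 (adjusted p = 0.103). The paper stained day 12 aggregates for GSH2, a protein of the lateral ganglionic eminence, and states that none was found; its gene Gsx2 was at 5.46 in both fractions (log2 difference -0.00, adjusted p = 0.995). Of 26 genes of the lateral ganglionic eminence and striatum, 4 were higher, Dlx1, Dlx2, Dlx5 and Gad1, an enzyme of GABA synthesis (1.85), 0 were lower and 22 did not pass the test (7 higher when adjusted over the list alone; camera adjusted p = 0.002, and adjusted p = 0.356 with an estimated correlation).
Of 50 genes of G2 and mitosis, 2 were lower, Cks2 (-1.05) and Cdca8 (-0.93), 0 were higher and 48 did not pass the test (30 lower when adjusted over the list alone; adjusted p = 0.396 with an estimated correlation). Of 25 genes of hypoxia and glycolysis, 1 was lower, the glucose transporter Slc2a1 (-1.56), and 24 did not pass the test (9 lower when adjusted over the list alone; adjusted p = 0.377 with an estimated correlation). The calls of Cks2, Cdca8 and Slc2a1 were lost with no block for the day, without day 13 and after median centring. Of 18 genes of intermediate progenitors 0 passed the test (7 lower when adjusted over the list alone). Their median difference was -0.90, -1.34 and 0.09 on day 11, day 12 and day 13. Among GFP+ arrays, that of day 12 had a median shift against the other two of -1.17 over the 13 interneuron genes, all 13 of them lower, and of 0.89 over 13 genes of Cajal-Retzius cells, of which 10 were higher. The day 12 GFP- array shifted the same way against the other GFP- arrays, by -0.55 and 0.51, so the shift was not confined to GFP+ cells. That GFP- shift rose with signal level (rho 0.65). Other lists moved as well on day 12. In GFP+ and GFP- cells the shift was 0.25 and 0.62 for G2 and mitosis, and 0.56 and 1.15 for cholesterol synthesis. It was -0.15 and -0.47 for surface epithelium and endoderm. In GFP+ cells these shifts were smaller than those of the interneuron and Cajal-Retzius genes. With 1 array per fraction and day none of these shifts was tested.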
